# Endothelial Cell-Selective Adhesion Molecule Contributes to the Development of Definitive Hematopoiesis in the Fetal Liver

**DOI:** 10.1016/j.stemcr.2019.11.002

**Published:** 2019-12-05

**Authors:** Tomoaki Ueda, Takafumi Yokota, Daisuke Okuzaki, Yoshihiro Uno, Tomoji Mashimo, Yoshiaki Kubota, Takao Sudo, Tomohiko Ishibashi, Yasuhiro Shingai, Yukiko Doi, Takayuki Ozawa, Ritsuko Nakai, Akira Tanimura, Michiko Ichii, Sachiko Ezoe, Hirohiko Shibayama, Kenji Oritani, Yuzuru Kanakura

**Keywords:** definitive hematopoiesis, endothelial cell-selective adhesion molecule, hematopoietic stem cells, endothelial cells, fetal liver

## Abstract

Endothelial cell-selective adhesion molecule (ESAM) is a lifelong marker of hematopoietic stem cells (HSCs). Although we previously elucidated the functional importance of ESAM in HSCs in stress-induced hematopoiesis in adults, it is unclear how ESAM affects hematopoietic development during fetal life. To address this issue, we analyzed fetuses from conventional or conditional ESAM-knockout mice. Approximately half of ESAM-null fetuses died after mid-gestation due to anemia. RNA sequencing analyses revealed downregulation of adult-type globins and Alas2, a heme biosynthesis enzyme, in ESAM-null fetal livers. These abnormalities were attributed to malfunction of ESAM-null HSCs, which was demonstrated in culture and transplantation experiments. Although crosslinking ESAM directly influenced gene transcription in HSCs, observations in conditional ESAM-knockout fetuses revealed the critical involvement of ESAM expressed in endothelial cells in fetal lethality. Thus, we showed that ESAM had important roles in developing definitive hematopoiesis. Furthermore, we unveiled the importance of endothelial ESAM in this process.

## Highlights

• ESAM deficiency causes life-threatening anemia in fetuses
• ESAM deficiency impairs adult-type hemoglobin synthesis
• ESAM deficiency downregulates expression of *Alas2* and *adult-type globins* in HSCs
• Endothelial ESAM plays roles in the ontogeny of definitive hematopoiesis

## Introduction

Lifelong blood production depends on hematopoietic stem cells (HSCs) and their immediate progeny (Busch et al., 2015, Sun et al., 2014). Originating in the wall of the developing aorta and arteries, HSCs contribute to “definitive” hematopoiesis arising in mid-gestation embryos. These HSCs are considered authentic because they are endowed with the potential for B and T lymphopoiesis as well as adult-type erythropoiesis (Cumano et al., 1996, McGrath and Palis, 2008, Medvinsky and Dzierzak, 1996, Yokota et al., 2006).

Because HSCs emerge in close association with vessel endothelial cells (ECs), which are referred to as the “hemogenic endothelium” (Bertrand et al., 2010, Boisset et al., 2010, Dzierzak and Speck, 2008, Kissa and Herbomel, 2010), a number of endothelial-related antigens are expressed on developing HSCs. Such endothelial antigens include Tie2/angiopoietin receptor-2, CD144/vascular-endothelial (VE) cadherin, CD31/platelet endothelial cell adhesion molecule-1 (PECAM-1), CD105/endoglin, and CD34 (Chambers et al., 2007, Cho et al., 2001, Nishikawa et al., 1998, Takakura et al., 1998, Yoder et al., 1997). These antigens are useful for identification of developing HSCs among embryonic tissues; however, most are downregulated as the hematopoietic system matures into the adult-type system (Mikkola and Orkin, 2006, Yokota et al., 2012). In addition, the functional significance of these antigens in the development of hematopoiesis has remained largely unknown.

We previously reported that endothelial cell-selective adhesion molecule (ESAM), which was initially identified as an EC-specific antigen, serves as an effective marker for lifelong HSCs in mice and humans (Hirata et al., 2001, Ishibashi et al., 2016, Yokota et al., 2009). Before the establishment of the first definitive HSCs, ESAM is highly expressed on the hemogenic endothelium in the developing aorta (Yokota et al., 2009). We also observed that ESAM expression levels differ substantially between myeloid-erythroid progenitors in the yolk sac and definitive HSCs in the intra-embryonic sites (Yokota et al., 2009).

ESAM expression in HSCs is functionally important for hematopoiesis in the adult bone marrow (BM). ESAM expression levels reflect activation of HSCs after administration of 5-fluorouracil (5-FU) (Sudo et al., 2012). Furthermore, ESAM deficiency causes life-threatening myelosuppression, particularly severe anemia, in stress-induced hematopoiesis (Sudo et al., 2016). These results highlighted the role of ESAM in developing hematopoiesis of embryos and/or fetuses, during which rapid, substantial production of blood cells is required.

Thus, in the current study, we analyzed how ESAM expression influenced hematopoietic development during fetal life using ESAM-knockout (KO) and conditional ESAM-knockout (cKO) mice. As a result, we found that ESAM had unique functions in the ontogeny of definitive hematopoiesis, particularly in the development of adult-type erythropoiesis. Our findings provide important insights into the development of hematopoiesis in fetuses because ESAM is a rare endothelial-related antigen shown to be functionally involved in the development of definitive HSCs.

## Results

### ESAM Deficiency Reduced Birthrates in Mice

To evaluate how ESAM deficiency affected embryonic and infant mortality, genotype data from ESAM-deficient mice were collected. We performed genotyping when newly born pups were approximately 4 weeks old. By mating heterozygous-KO (Het) males and Het females, wild-type (WT) and Het mice were born and raised as estimated by the Mendelian ratio, whereas the number of homozygous-KO (Homo) mice was approximately 50% fewer than expected (Figure 1A, left). The same was true when Homo males and Het females were mated (Figure 1A, right). We did not detect high mortality of ESAM-null neonates after birth, suggesting that about a half of ESAM-null embryos may have a mortal disadvantage in the developmental process before and/or around birth. Surviving Homo ESAM-null mice were somewhat smaller than WT and Het littermates, as reported previously (Ishida et al., 2003), but the Homo pups grew up normally to become fertile.

**Figure 1:**
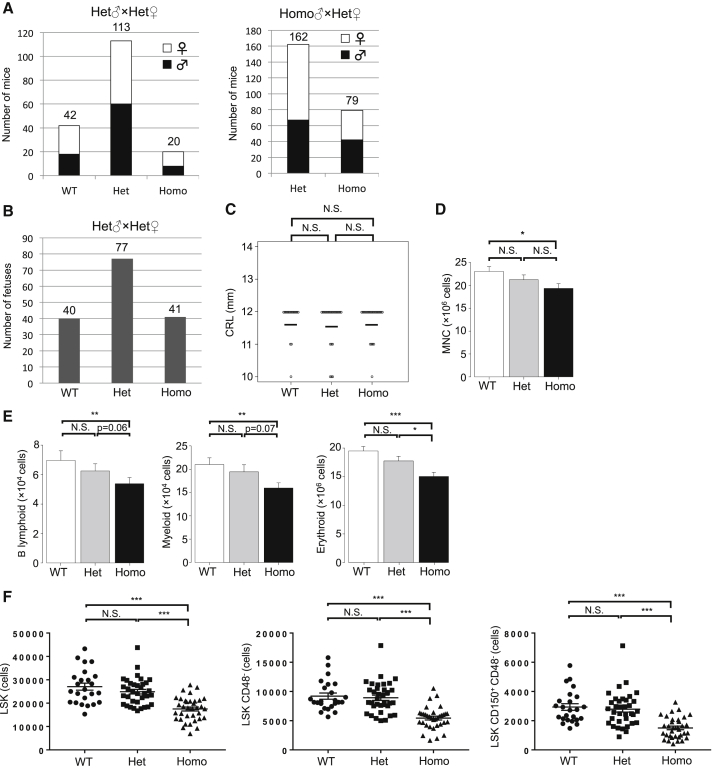
ESAM Deficiency Reduced Birthrates and Disrupted Hematological Development in the Fetal Liver (A) The number of newborn ESAM-KO mice generated from the mating of ESAM heterozygous-KO (Het) males and ESAM Het females (left) or ESAM homozygous-KO (Homo) males and ESAM Het females (right: ♂, male; ♀, female). (B) The number of embryonic day (E) 14.5 fetuses obtained from ESAM Het males and ESAM Het females. (C) The crown rump length (CRL) of E14.5 fetuses obtained from ESAM Het males and ESAM Het females (WT, n = 24; Het, n = 35; Homo, n = 26). (D) The number of mononuclear cells (MNCs) in E14.5 fetal livers (WT, n = 24; Het, n = 35; Homo, n = 26). (E) The numbers of B220^+^ B cells, Gr1^+^ myeloid cells, and Ter119^+^ mature erythroid cells in E14.5 FLs (WT, n = 13; Het, n = 20; Homo, n = 23). (F) Numbers of Lin^−^ Sca1^+^ cKit^High^ (LSK), LSK CD48^−^, and LSK CD150^+^ CD48^−^ cells in E14.5 FLs (WT, n = 24; Het, n = 35; Homo, n = 34). Data are shown as means ± SEM. Statistically significant differences are represented by asterisks: ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. See also Figure S1.

### ESAM Deficiency Disrupted Hematological Development in the Fetal Liver

A previous study showed that ESAM deficiency caused no obvious malfunction in the development of the vascular system (Ishida et al., 2003). Similarly, we did not find any apparent abnormalities in the circulation system or other organogenesis of ESAM-null fetuses until embryonic 14.5 (E14.5). Therefore, we inferred that ESAM deficiency caused unfavorable events in the development of the hematopoietic system after mid-gestation because high ESAM expression marked definitive HSCs proliferating in the fetal liver (FL) (Yokota et al., 2009). In addition, ESAM-null HSCs from the adult BM did not immediately reconstitute hematopoiesis, particularly erythropoiesis, after 5-FU treatment, suggesting that ESAM expression played important roles in the proliferative phase of hematopoiesis (Sudo et al., 2012, Sudo et al., 2016).

To examine whether fetal hematopoiesis was affected by ESAM deficiency, we evaluated the FL, which is the main organ for hematopoiesis during mid-gestation, by comparing Homo ESAM-deficient fetuses and their WT or Het littermates. At E14.5, whereas no significant reduction was detected in the number and crown rump length of ESAM-null fetuses (Figures 1B and 1C), total mononuclear cell numbers in the livers were decreased by 20% compared with those of WT mice (Figure 1D). Flow cytometry experiments with lineage-related markers revealed that both B lymphoid and granulocyte lineage cells were decreased in Homo FLs (Figure 1E). These data suggested that development of multilineage hematopoiesis was influenced by ESAM deficiency. Therefore, we examined the population of hematopoietic stem/progenitor cells in ESAM-null FLs using Sca1, CD48, and CD150 antigens, which are commonly used to identify definitive HSCs. We observed marked reductions in HSCs and progenitors in Homo FLs. Indeed, the lineage marker-negative Sca1^+^ c-kit^Hi^ (LSK) fraction, which contained HSCs and multipotent progenitors, was decreased by approximately 50% in Homo FLs (Figure 1F, left). Similar results were observed for LSK CD48^–^ and LSK CD48^–^ CD150^+^ fractions, which showed more stringent criterion for HSC purification, and the numbers of HSCs were less than half of normal counts in many ESAM-null embryos (Figure 1F, middle and right).

### ESAM Deficiency Caused High Mortality in Fetuses after E15.5

The numbers and sizes of ESAM-null fetuses were comparable with those of WT and Het littermates at E14.5 (Figures 1B and 1C). Although we observed no clear differences in the appearances of fetuses among the three genotypes, there were some abnormalities in developing hematopoiesis (Figures 1B–1F), suggesting that ESAM deficiency may cause fatal events after mid-gestation. Thus, we sequentially examined the development of ESAM-null fetuses after E14.5. As a result, we found that some ESAM-null fetuses exhibited severe anemia after E15.5 and that approximately half of those anemic fetuses died before E17.5 (Figure 2A). Although we could not attribute fetal death exclusively to the anemia, we did not notice other lethal events, such as hemorrhage or maldevelopment, in the dying fetuses.

**Figure 2:**
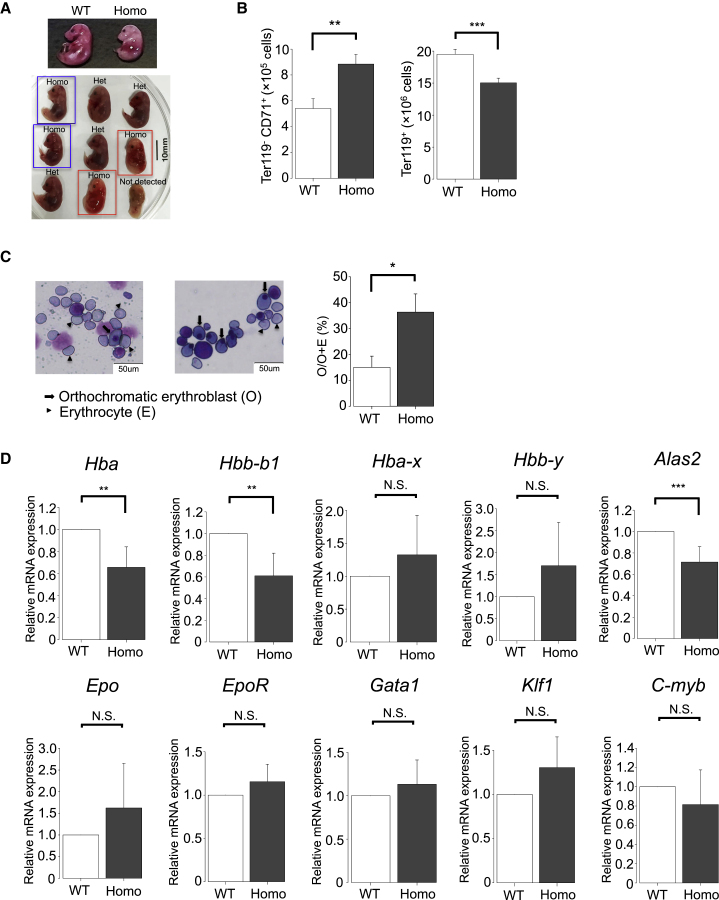
ESAM Deficiency Was Associated with High Mortality in Fetuses after E15.5 (A) Phenotypic comparison of ESAM Homo fetuses with their littermates after E15.5. Typical images of E17 (upper) and E17.5 (lower) fetuses are shown. Living and dead ESAM Homo fetuses are surrounded by blue and red squares, respectively. (B) Absolute number of Ter119^–^ CD71^+^ immature erythroblasts and Ter119^+^ mature erythroblasts/erythrocytes in FLs at E14.5 (n = 3, each group). (C) Representative smear specimens of FLs at E14.5 (left). Arrows indicate orthochromatic erythroblasts, and arrowheads indicate enucleated erythrocytes. The percentages of orthochromatic erythroblasts per orthochromatic erythroblasts plus enucleated erythrocytes are shown (right) (n = 3, each group). (D) Results of real-time qPCR analyses of E16.5 WT and ESAM Homo KO FLs (three independent experiments). Data are shown as means ± SEMs. Statistically significant differences are represented by asterisks: ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001.

Next, we examined how erythropoiesis was affected in ESAM-null FLs at E14.5. Developmental abnormalities in erythropoiesis were already evident in FLs at E14.5. The number of mature Ter119^+^ erythroid cells was significantly decreased, whereas CD71^+^ Ter119^–^ immature erythroid cells were increased (Figure 2B), indicating the delay of erythroid cell differentiation. In addition, the frequency of nucleated orthochromatic erythroblasts was more conspicuous in E14.5 ESAM-deficient FLs than in WT FLs (Figure 2C).

We then performed real-time qPCR analyses to determine the expression of erythropoiesis-related genes in E16.5 ESAM-null FLs. The results revealed significant reduction in mRNA levels of adult globins (*Hba* and *Hbb-b1*), whereas the mRNA levels of embryonic globins were sustained (Figure 2D). In addition, transcripts for an erythroid-specific isoenzyme of 5-aminolevulinic acid synthase 2 (*Alas2*), the first and rate-limiting enzyme in the heme biosynthesis pathway, were also significantly reduced in ESAM-null FLs. In contrast, transcripts for erythropoietin (*Epo*), Epo-receptor (*EpoR*), and several transcription factors essential for erythropoiesis, such as *Gata1*, Krueppel factor 1 (*Klf1*), and *c-myb*, were not decreased by ESAM deletion. These results showed that development of adult-type hemoglobin synthesis was seriously impaired in ESAM-null fetuses.

### ESAM-Null HSCs Exhibited Functional Disruption of Differentiation in Culture

The findings above suggested that ESAM deficiency was related to the development of adult-type hematopoiesis. The number of HSCs with the definitive phenotype markedly decreased in ESAM-null FLs at E14.5 (Figure 1F), and the HSC reduction was detectable as early as E13.5 (Figure S1). However, life-threatening events occurred in hematopoiesis after E15.5, implying that the incapability of HSCs to produce mature blood cells was potentially lethal. Therefore, we tested the quality of ESAM-null HSCs using *in vitro* culture.

LSK CD48^–^ cells were sorted from E14.5 WT or ESAM-null FLs and were cultivated in methylcellulose medium containing stem cell factor (SCF), interleukin-3 (IL-3), IL-6, and EPO, which supported the clonal growth of myeloid-erythroid progenitors. Surprisingly, ESAM-null HSCs generated more myeloid-erythroid colonies than WT HSCs (Figure 3A). The sizes of the generated colonies were similarly large, suggesting that ESAM-null HSCs could proliferate and differentiate into mature myeloid-erythroid cells by responding to optimal cytokines. Similar results were obtained when HSCs were cocultured with a murine stromal cell line, MS-5, in the presence of SCF and EPO, which supported the growth of myeloid-erythroid lineage cells (Tokunaga et al., 2010). The numbers of Ter119^+^ erythroid cells produced from WT and ESAM-null HSCs were comparable over time (Figure 3B).

**Figure 3:**
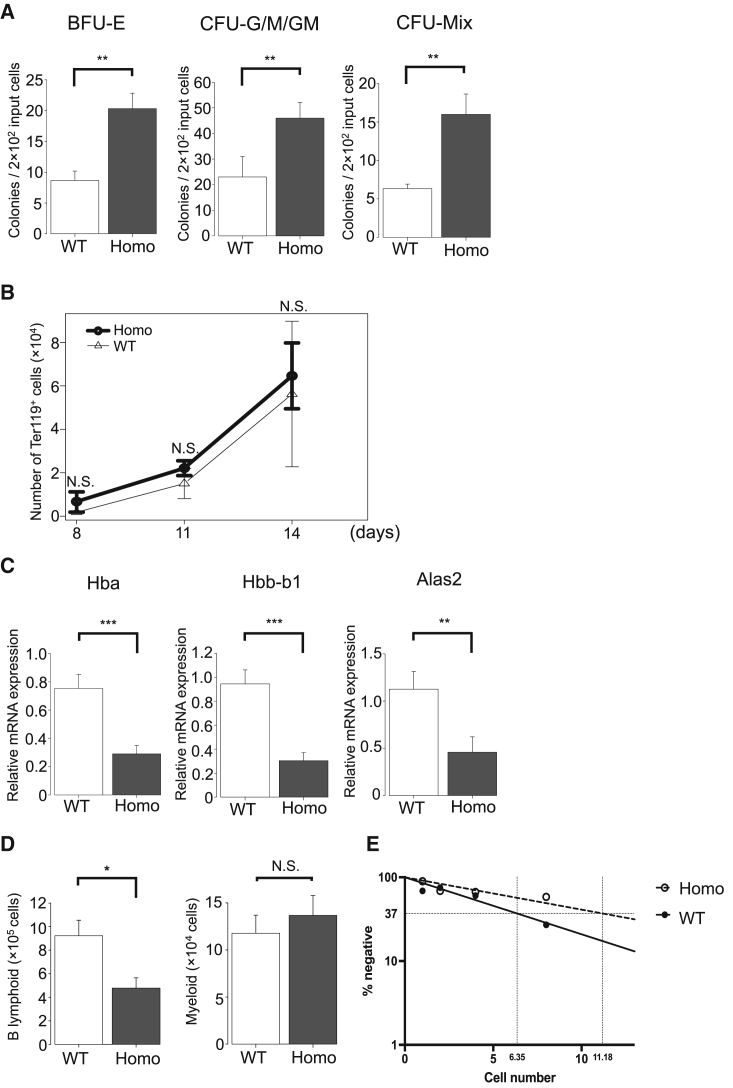
ESAM-Null HSCs Exhibited Functional Disruption of Differentiation in Culture (A) The sorted LSK CD48^–^ cells of E14.5 WT or ESAM Homo KO littermates were cultured in methylcellulose medium. The number of granulocyte colony-forming units (CFU-G), macrophage colony-forming units (CFU-M), granulocyte-macrophage colony-forming units (CFU-GM), erythroid burst-forming units (BFU-E), or mixed erythroid-myeloid colony-forming units (CFU-Mix) are shown (n = 3, each group). (B) The sorted LSK CD48^–^ cells of E14.5 WT or ESAM Homo KO littermates were cocultured in BM stromal cell lines (MS-5), under appropriate conditions to produce erythroid cells. After 8, 11, and 14 days of culture, cells were collected and analyzed by fluorescence-activated cell sorting (FACS). The numbers of Ter119^+^ erythroid cells are shown over time (n = 4, each group). (C) The mRNA expression levels of *Hba*, *Hbb-b1*, and *Alas2* in the BFU-E colonies analyzed by qRT-PCR (n = 15, each group). (D) Sorted LSK cells of E14.5 WT or ESAM Homo KO littermates (100 cells/well) were cocultured with MS-5 under conditions to produce B lymphoid and myeloid cells. After 10 days of culture, cells were collected and analyzed by FACS. The numbers of CD19^+^ B lymphoid cells and Mac1^+^ myeloid cells are shown (n = 4, each group). (E) FL LSK CD48^–^ HSCs collected at E14.5 from WT or ESAM Homo KO fetuses were subjected to limiting dilution analyses in the MS-5 coculture system. Input cell numbers corresponding to 37% negative value are shown in rectangles. Data are shown as means ± SEM. Statistically significant differences are represented by asterisks: ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001.

The data obtained in methylcellulose colony assays and the anemic phenotype of ESAM-null fetuses seemed to be contradictory. Based on gene expression data (Figure 2D), we assumed that, although ESAM-null HSCs could produce erythroid cells, their ability to synthesize adult-type hemoglobin may be impaired. To test this hypothesis, we examined the expression levels of adult-type hemoglobin-related genes in erythroid burst-forming units (BFU-E) colonies. Fifteen BFU-E colonies were individually picked up from WT and ESAM-null HSC cultures and were subjected to real-time qPCR. The results clearly showed that transcripts for *Hba*, *Hbb-b1*, and *Alas2* genes were markedly reduced in ESAM-null HSC-derived BFU-E colonies (Figure 3C).

Notably, lymphopoietic activity, which is an authentic feature of definitive HSCs, was impaired in ESAM-null HSCs. When HSCs were cocultured with MS-5 cells in the presence of SCF, FLT3-ligand, and IL-7, which supported the growth of B-lymphocytes and myeloid cells (Kouro et al., 2005), the output of CD19^+^ B cells from ESAM-null HSCs was significantly lower than that from WT cells, although myeloid cell growth was equivalent (Figure 3D). In addition, limiting dilution analyses showed that the frequencies of progenitors with lymphopoietic potential were decreased by approximately 40% in the LSK CD48^–^ fraction of ESAM-null FLs (Figure 3E).

### ESAM-Null FL HSCs Caused an Anemic Phenotype after *In Vivo* Transplantation

Next, we performed competitive repopulation assays to examine the differentiation potential of HSCs from ESAM-null FLs in adult mice. Four hundred LSK CD48^–^ HSCs sorted from CD45.2^+^ E14.5 ESAM-null or WT FLs were transplanted into lethally irradiated CD45.1^+^ congenic WT mice with 2 × 10^5^ CD45.1^+^ BM cells (Figure 4A). After 15 weeks, we determined the contribution levels of CD45.2^+^ cells to recipient hematopoiesis. Chimerism of CD45.2^+^ donor cells in mononuclear cells of peripheral blood (PB) or BM did not differ between the two groups (Figure 4B, left and middle). In addition, chimerism did not differ among lineages (Figure 4B, right). The numbers of CD45.2^+^ HSCs, common myeloid progenitors, lymphoid-primed multipotent progenitors, and common lymphoid progenitors were slightly higher in ESAM-null HSC-transplanted recipients, although these differences were not statistically significant (Figure 4C). These results suggested that the engraftment and proliferation abilities of HSCs and progenitor cells in WT adult BM were not disrupted by ESAM deficiency. In addition, hematopoietic colony units were more abundant in the recipient BM of ESAM-null HSC transplantation in comparison with that of WT HSCs (Figure S2). In contrast, hemoglobin levels in recipients were significantly lower in the PB of ESAM-null HSCs, despite the lack of difference in red blood cell counts (Figure 4D). Therefore, although ESAM expression was dispensable for the reconstitution of hematopoiesis in WT mice by HSCs from FLs, these results showed that ESAM expression played a role in maintaining adult-type hemoglobin synthesis ability.

**Figure 4:**
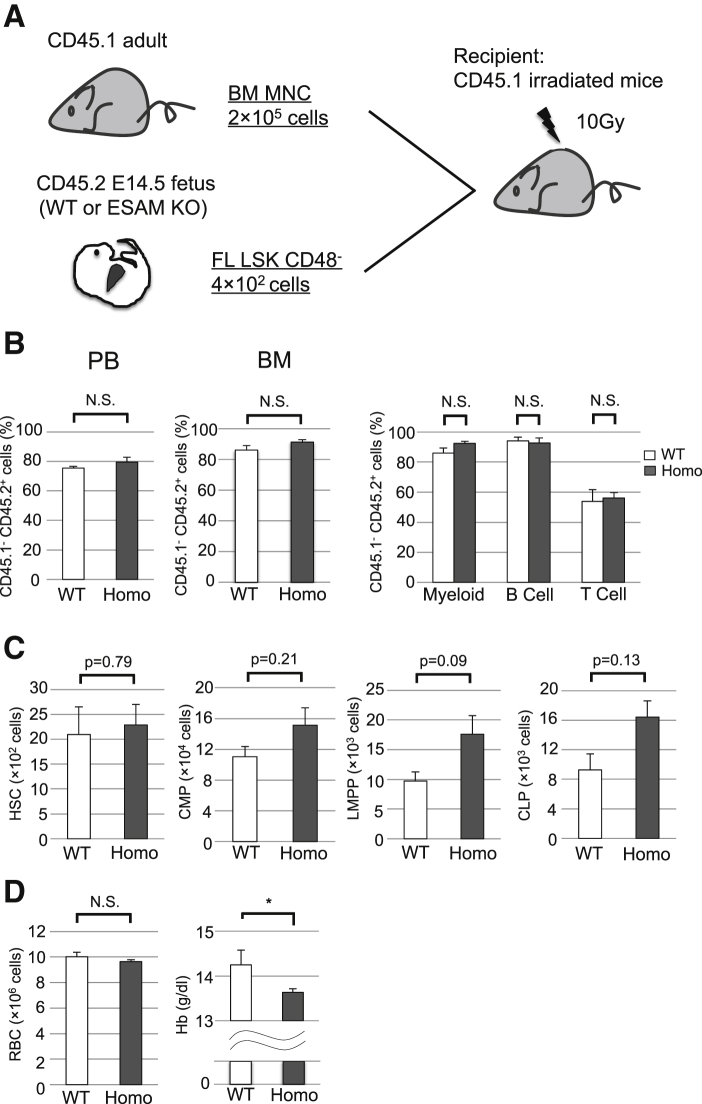
ESAM-Null FL HSCs Caused an Anemic Phenotype after *In Vivo* Transplantation Four hundred E14.5 FL LSK CD48^-^ cells from WT or ESAM Homo KO mice were transplanted into lethally irradiated CD45.1 recipient mice (WT, n = 4; Homo, n = 6). Fifteen weeks after transplantation, recipient mice were sacrificed and analyzed. (A) Schematic showing the transplantation protocol. (B) The percentages of CD45.1^–^ CD45.2^+^ donor-type chimerism in whole peripheral blood (PB, left) or bone marrow (BM, middle). Percentages of donor-type chimerism in Mac1^+^Gr1^+^ myeloid, B220^+^ B cell, and CD3^+^ T cell fractions (right). (C) The number of LSK CD150^+^ CD48^–^ HSCs, Lin^−^ c-Kit^+^ Sca-1^–^ IL-7Ra^−^ CD4^–^ CD8^–^ IgM^−^ CD34^+^ FCγR^low^ common myeloid progenitors (CMPs), LSK Flt3^+^ IL-7Ra^−^ lymphoid-primed multipotent progenitors (LMPPs), and Lin^−^ c-Kit^low^ Sca-1^–/low^ Flt3^+^ IL-7Ra^+^ common lymphoid progenitors (CLPs) in BM. (D) Peripheral blood cell counts of red blood cells (RBCs) and hemoglobin (Hb). Data are shown as means ± SEM. Statistically significant differences are represented by asterisks: ^∗^p < 0.05. See also Figure S2.

### ESAM Deficiency Influenced Gene Expression Profiles in HSCs

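Esam, the deleted gene, had 117.6 FPKM in the WT library and 12.1 FPKM in the ESAM-null library, 9.69-fold lower. Esam lies on chromosome 9 of mm10 from 37528078 to 37538319. The value covers the whole gene and does not show which exons the remaining reads came from. RNA-seq was performed on E14.5 FL LSK CD48– cells, the lineage marker-negative, Sca-1 and c-Kit-positive fraction enriched for HSCs, with 1 library for WT and 1 for ESAM-null. The sample labels describe the sorted cells as placed in methylcellulose colony medium and incubated, whereas the paper's text describes the libraries as those of sorted FL cells. The values were used here as those of the sorted cells. cDNA was made with a kit for very low RNA input, sheared to 200 to 500 bp and sequenced as 75 bp single-end reads. The authors deposited FPKM (fragments per kilobase of exon, scaled to the number of fragments) for 23284 gene symbols per library. The submitters' processing notes name TopHat2 2.0.13, Bowtie2 2.2.3, SAMtools 0.1.19 and Cuffnorm 2.2.1. The gene annotation and the library normalization setting are not given in the sources used here.

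FPKM above 0 was listed for 14305 genes in WT and 13039 genes in ESAM-null. Read numbers are not in the values, but the lowest values of genes with a single transcript length fall on steps that fit 1, 2 or more reads. From these steps, about 9579863 reads in WT and 11711320 in ESAM-null stand behind the values on the authors' normalized scale. Of low genes checked, 67.5% in WT and 73.6% in ESAM-null lay within 0.05 of a whole read, so read numbers per gene are approximate. The ratio of ESAM-null to WT FPKM was taken for each gene, and 95% exact (Clopper-Pearson) intervals were computed from the approximate reads. These intervals cover counting error only, since PCR copies are not separate molecules. With 1 library per genotype, no difference has a replicate check within the RNA-seq data and no p-value can be given. Each named gene was therefore also placed among the 500 genes nearest to it in level, as the percentile of its ratio.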

Next, we conducted RNA sequencing (RNA-seq) analysis to compare gene expression patterns of WT and ESAM-null HSCs to elucidate the molecular mechanisms involved in the developmental failure of hematopoiesis in ESAM-null FLs. 

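Of 12066 genes with at least 1 FPKM in WT or ESAM-null, 1540 were at least 2-fold lower in the ESAM-null library and 895 were at least 2-fold higher. The other 79.8% were within 2-fold. Among the 10 largest reductions of genes with at least 10 FPKM in WT and above 0 in ESAM-null were Pik3r6, a regulatory subunit of phosphoinositide 3-kinase, from 10.1 to 0.614 FPKM, and Rad17, a DNA damage checkpoint gene, from 11.7 to 1.40 FPKM. Hipk2, a nuclear kinase, was 18.5 FPKM in WT and 2.43 FPKM in ESAM-null. Among genes with at least 10 FPKM in ESAM-null and above 0 in WT, the largest increases were those of Cited4, from 0.202 to 24.6 FPKM, and Fabp4, a fatty acid binding protein, from 0.245 to 27.5 FPKM. Mt2, a metallothionein, was 9.44 FPKM in WT and 52.4 FPKM in ESAM-null.

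The 2-fold differences lay mostly in genes of low level. Between 1 and 3 FPKM, 30.0% of genes were lower and 19.7% higher, whereas at 100 FPKM or more 1.73% were lower and 1.58% higher. Between 30 and 100 FPKM the order was the opposite, with 17 genes lower and 34 higher. Of genes listed at 0 in ESAM-null and at 10 FPKM or more in WT, 25 of 27 were microRNA or small nucleolar RNA genes, as were 11 of 11 in the opposite direction. Lower genes made up 63.2% of those past 2-fold, and 77.1% (2210 lower and 657 higher) when each library was rescaled to a total of 1000000, which moves every log2 ratio by -0.28. There is no replicate to separate these differences from the scatter between 2 libraries.

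**Figure D1:**
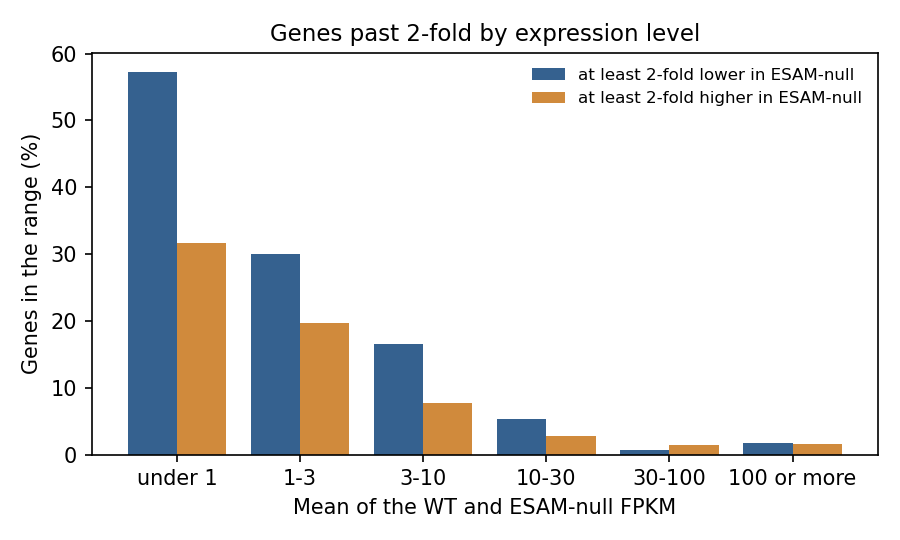
Share of genes at least 2-fold lower (blue) or higher (orange) in ESAM-null, by the mean FPKM of the WT and ESAM-null libraries. The bars are percentages of the genes in each range that had at least 1 FPKM in WT or ESAM-null. They run from 57.2% lower and 31.6% higher under 1 FPKM to 1.73% and 1.58% at 100 FPKM or more. Under a mean of 1 FPKM, a gene passes this filter only if its values differ between the libraries. The shares in that range are therefore raised by the filter and do not describe all genes under 1 FPKM.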

The RNA-seq data demonstrated the downregulation of 2,559 genes and upregulation of 1,148 genes in E14.5 LSK CD48^–^ ESAM-null FL cells compared with the gene expression in WT cells (Figure 5A). We found a marked reduction in erythropoiesis-related gene expression (Figure 5B). Indeed, transcripts from not only adult-type but also embryonic-type globin genes, such as *Hbb-y* and *Hbb-bh1*, were dramatically decreased in ESAM-null HSCs. 

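All 8 measured genes of the 10 in Figure 5B were at least 2-fold lower in ESAM-null, with a median log2 ratio of -2.71. These genes were chosen by the study on these libraries, so their direction is not independent evidence. Slc4a1, the anion exchanger of the red cell membrane (chromosome 11, 102348824 to 102366203), was 6.08 FPKM in WT and 0.471 FPKM in ESAM-null, 12.9-fold lower (95% counting interval 8.22 to 21.1). It lay at percentile 1.8 of genes near its level. Pot1b, which binds telomeres, was 8.34-fold lower at percentile 13.0, and Bach2, a transcription factor of lymphoid cells, was 5.49-fold lower at percentile 9.6. Terc, the telomerase RNA, rested on 7 reads in WT and 1 in ESAM-null, and its counting interval of 0.978 to 343-fold includes no difference. Trpc2 was 4.32-fold lower at percentile 7.8.

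Among genes of maturing erythroid cells listed before the data were examined, 6 of 20 measured were at least 2-fold lower, 5 were higher and 9 were neither. The median log2 ratio was 0.13, at percentile 86.1 of random lists of the same size and level. Trim10 was 2.86 FPKM in WT and listed at 0 in ESAM-null, and Xk, a blood group protein, was 2.70-fold lower. In the opposite direction, Cldn13 was 1.84 FPKM in WT and 10.5 FPKM in ESAM-null, and Tspo2, a translocator protein of erythroblasts, was 1.46 and 7.37 FPKM. Of 11 genes of erythroid iron handling, 2 were lower and 1 was higher. Slc25a38, a mitochondrial carrier, was 22.8 FPKM in WT and 8.73 FPKM in ESAM-null, whereas Steap3, an iron reductase, was 0.915 and 4.74 FPKM.

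**Figure D2:**
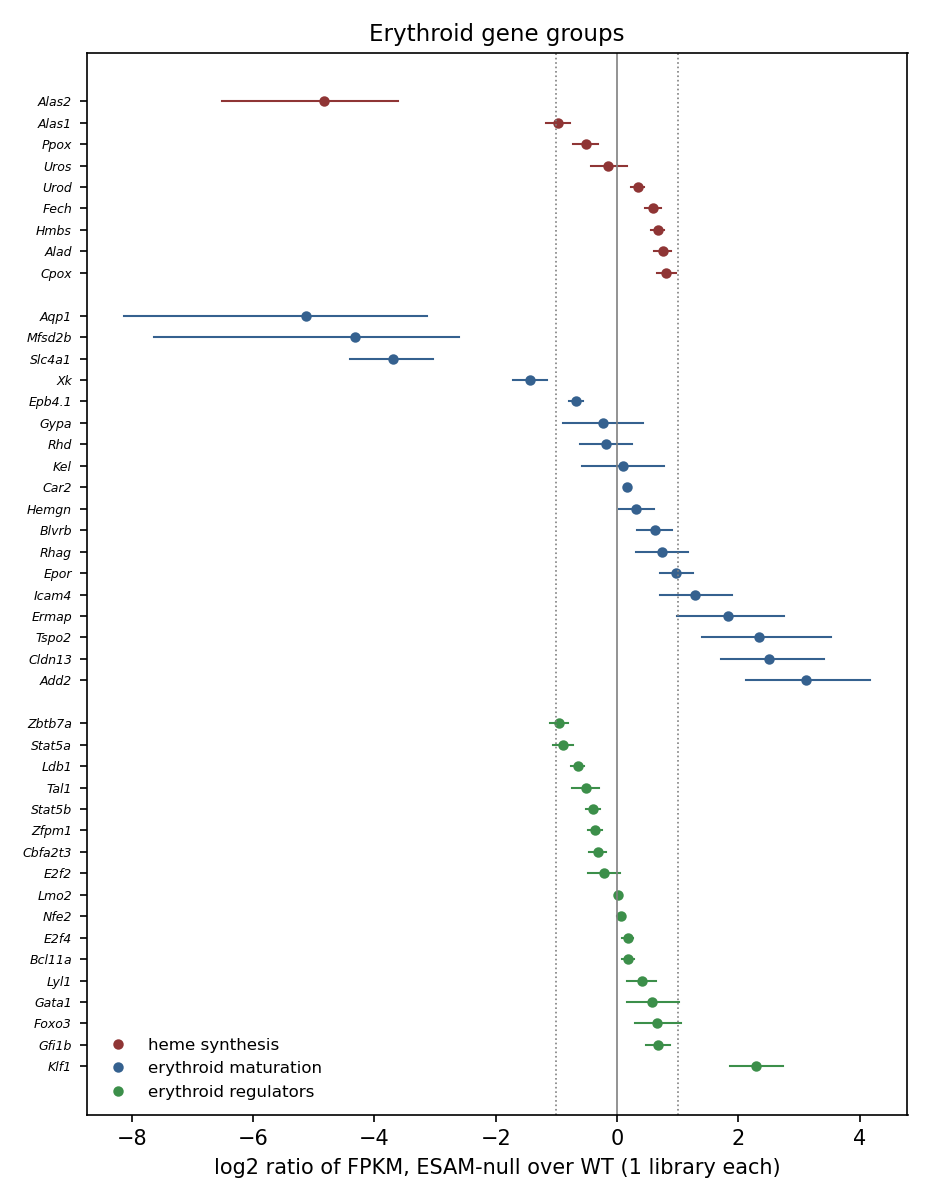
Log2 ratio of ESAM-null to WT FPKM for genes of heme synthesis (red), erythroid maturation (blue) and erythroid regulation (green), 1 library each. Bars are 95% counting intervals, dotted lines mark 2-fold, and genes listed at 0 in ESAM-null are left out; Slc4a1 lies far to the left and Cldn13 to the right.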

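Hba-a2, an adult alpha globin gene (chromosome 11, 32296489 to 32297298), was 373.2 FPKM in WT and 57.1 FPKM in ESAM-null, 6.53-fold lower (95% counting interval 5.62 to 7.59). Beta-s, the adult beta globin gene now named Hbb-bs (chromosome 7, 103826534 to 103828096), was 407 FPKM in WT and 63.5 FPKM in ESAM-null, 6.41-fold lower (5.63 to 7.30). Both lay at percentile 0.2 of genes near their level. The other adult beta globin records did not move with them: Hbb-b2 was 855 FPKM in WT and 729.8 FPKM in ESAM-null, and Hbb-b1 was 78.8 and 114 FPKM. These copies are near-identical and may share reads, which was not tested. How such reads were treated is not given in the sources used here, so the split among the copies is uncertain. Summed, the 3 adult beta records were 1341 FPKM in WT and 908 FPKM in ESAM-null, 1.48-fold lower.

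The embryonic genes Hbb-bh1 (chromosome 7, 103841637 to 103843164) and Hbb-y (103851749 to 103853216) were 0.527 and 0.516 FPKM in WT and listed at 0 in ESAM-null. Each rested on about 2 reads in WT, and the counting interval of each ratio reaches up to 4.89, so no difference was detectable at this depth. The embryonic alpha globin gene Hba-x was listed at 0 in both libraries. Of the 4 globin records with at least 1 FPKM, 2 were at least 2-fold lower, with a median log2 ratio of -1.45 that ranged from -2.68 to -0.23 when 1 record was left out.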

The reduction in *Alas2* gene expression was most obvious among erythropoiesis-related genes, and the extent of reduction was approximately by 30-fold less in ESAM-null HSCs (Figure 5B). In addition, although representative “primitive erythroid-enriched” genes were not affected, “definitive erythroid-enriched” genes (Kingsley et al., 2013) were downregulated in ESAM-null HSCs (Figure 5C). 

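Alas2, the erythroid enzyme of the first step of heme synthesis (chromosome X, 150547375 to 150570638), was 8.08 FPKM in WT and 0.282 FPKM in ESAM-null, 28.6-fold lower. These values rest on about 134 and 5 reads, which gives a 95% counting interval of 12.2 to 91.3-fold. Of the 500 genes nearest to it in level, 1.4% had a lower ratio. With 1 FPKM added to both values the log2 ratio was -2.82. Alas1, the enzyme of the same step in other cells, was 22.1 FPKM in WT and 11.3 FPKM in ESAM-null. Of the 9 enzymes of heme synthesis, Alas2 was the 1 past 2-fold, or 2 with Alas1 after upper quartile scaling or rescaling to a total of 1000000. Cpox was 17.6 and 30.9 FPKM and Alad was 62.7 and 105.5 FPKM, each under 2-fold higher in ESAM-null. The median log2 ratio of the 9 enzymes was 0.34. Aqp1, a water channel of red cells, was 2.66 FPKM in WT and 0.0764 FPKM in ESAM-null, 34.8-fold lower (8.80 to 280.2 from about 61 and 2 reads), at percentile 18.8 of genes near its level.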

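Of the 5 primitive genes in Figure 5C, 4 were measured at 1 FPKM or more and none was past 2-fold, with a median log2 ratio of -0.02. Cited2, a transcriptional coregulator, was 76.7 FPKM in WT and 89.4 FPKM in ESAM-null. Foxh1 was listed at 0 in both libraries. Of the 5 adult definitive genes, 3 were measured at 1 FPKM or more, and none of these was past 2-fold, or 2 of them (Nr3c1 and Irf9) after rescaling to a total of 1000000. Nr3c1, the glucocorticoid receptor, was 6.86 FPKM in WT and 4.01 FPKM in ESAM-null, at percentile 26.0 of genes near its level. Myb, a transcription factor of hematopoietic progenitors, was 115 and 89.5 FPKM, 1.28-fold lower at percentile 6.4. Irf9, a transcription factor of the interferon response, was 1.79-fold lower at percentile 2.8. Sox6, a repressor of embryonic globin genes, was 0.579 and 0.235 FPKM, 2.46-fold lower (95% counting interval 1.40 to 4.47). Cebpa was 0.305 FPKM in WT, from about 7 reads, and listed at 0 in ESAM-null. The median of the 3 measured definitive genes was -0.77, at percentile 1.7 of random lists. The paper calls these genes selected, and cites Kingsley et al. for definitive erythroid-enriched genes. How they were picked is not given in the sources used here, so whether the list is independent evidence of its direction cannot be told.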

Real-time qPCR analyses confirmed the significant downregulation of *Alas2* and adult-type globin genes (*Hba-a2* and *Hbb-b1*; Figure 5D). These results supported our hypothesis that adult hemoglobin synthesis was impaired by ESAM deficiency and further suggested that the cause of fatal anemia was initiated as early as at the HSC stage. 

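Of 17 measured transcription factors and cofactors of the erythroid lineage, none was at least 2-fold lower and 1 was higher. After rescaling to a total of 1000000, 2 were lower and 1 was higher. Zbtb7a, a repressor of fetal globin genes, was 18.3 FPKM in WT and 9.43 FPKM in ESAM-null, and Stat5a, a signal transducer of the erythropoietin receptor, was 25.0 and 13.5 FPKM. Klf1, an activator of the adult beta globin gene (chromosome 8, 84901928 to 84905291), was 4.16 FPKM in WT and 20.3 FPKM in ESAM-null, 4.88-fold higher (95% counting interval 3.62 to 6.69) at percentile 99.6. Gata1, a master regulator of the lineage, was 4.64 and 6.95 FPKM. Epor, the erythropoietin receptor, was 10.9 FPKM in WT and 21.4 FPKM in ESAM-null, 1.96-fold higher. The paper takes its results as support for its hypothesis of impaired adult hemoglobin synthesis under ESAM deficiency, and proposes that the cause of the fatal anemia arose as early as the HSC stage.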

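Of 26 early lymphoid and B cell genes listed before the data were examined, 17 were measured at 1 FPKM or more in WT or ESAM-null FL LSK CD48– cells. In ESAM-null, 2 of them were at least 2-fold lower and 1 was higher, with a median log2 ratio of -0.23 at percentile 14.6 of random lists. After rescaling to a total of 1000000, 5 were lower and 1 was higher. Ly6d, a marker of B lineage commitment, was 2.85 FPKM in WT and listed at 0 in ESAM-null, and Ccr9, a chemokine receptor, was 3.19 and 1.56 FPKM. Sox4, which is needed for B cell development, was 199 FPKM in WT and 103 FPKM in ESAM-null, 1.92-fold lower at percentile 0.8 of genes near its level. Spib, a transcription factor of B cells, was 0.37 and 1.28 FPKM. Flt3 was 67.6 FPKM in WT and 37.8 FPKM in ESAM-null. Among members under 1 FPKM in both libraries, Ebf1 was 0.676 FPKM in WT, on about 20 reads, and listed at 0 in ESAM-null. The counting interval of its ratio was 0 to 0.186. Blnk, Rag2, Il7r and Lef1 were also above 0 in WT and listed at 0 in ESAM-null. In the opposite direction, Rag1 was 0.0328 and 0.377 FPKM. Pax5, Dntt and Ikzf3 were listed at 0 in both libraries.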

We also found that some B cell-related genes were impaired in ESAM-null HSCs (Figure S3A). Among these genes, *Notch2*, *Tnfaip3*, *Ahr*, and *Malt1* have been reported to be involved in the nuclear factor κB (NF-κB) pathway (Klein et al., 2015, Lee et al., 2000, Vogel and Matsumura, 2009, Zhang et al., 2014), which is essential for B cell development (Kaileh and Sen, 2012). Together with the results of culture experiments (Figures 3D and 3E), these findings suggested that ESAM may be related to B cell production via the NF-κB pathway. In addition, several HSC-related genes were upregulated, presumably to compensate for the deletion of ESAM (Figure S3B). Among them, IL-27 was greatly upregulated (Figures S3B and S3C). 

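All 4 genes were at least 2-fold lower in ESAM-null, and all were chosen by the study on these libraries. Tnfaip3, an inhibitor of NF-κB signaling, was 3.77 FPKM in WT and 1.09 FPKM in ESAM-null, 3.47-fold lower (95% counting interval 2.50 to 4.99). Ahr, the aryl hydrocarbon receptor, was 6.40 and 2.29 FPKM, 2.80-fold lower (2.27 to 3.47). Notch2 was 3.19 and 1.38 FPKM, 2.31-fold lower, and Malt1, a signaling protease, was 5.67 and 2.56 FPKM, 2.22-fold lower. Their percentiles among genes near their level were 10.2, 8.0, 19.2 and 15.0. Of 23 core members and feedback targets of the NF-κB pathway listed before the data were examined, 5 were lower, 1 was higher and 17 were neither. The list holds Tnfaip3 and Malt1, and without them 3 of 21 were lower. After rescaling to a total of 1000000, 6 of the 23 were lower and none was higher. Map3k14, a kinase of the noncanonical branch, was 4.76 and 1.18 FPKM, whereas Birc3 was 7.98 FPKM in WT and 17.5 FPKM in ESAM-null. The subunit genes Nfkb1 and Rela were 33.6 and 64.9 FPKM in WT and 32.9 and 51.1 FPKM in ESAM-null. The median log2 ratio was -0.34 with or without these 2 genes, at percentile 5.0 of random lists with them and 4.7 without.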

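Of 36 hematopoietic stem cell genes listed before the data were examined, a list not taken from Figure S3B, all were measured, and none was at least 2-fold lower in ESAM-null and 1 was higher, or 1 was lower and 1 higher after rescaling to a total of 1000000. The higher gene was Thy1, a surface marker of HSCs, at 0.208 FPKM in WT and 1.02 FPKM in ESAM-null, on about 3 and 16 reads. Procr, which encodes the endothelial protein C receptor, was 120.1 FPKM in WT and 143 FPKM in ESAM-null, and Slamf1, which encodes CD150, was 5.21 and 8.25 FPKM. Mecom, a transcription factor of HSCs, was 30.2 and 25.8 FPKM, and Erg was 21.1 and 12.1 FPKM. The median log2 ratio was -0.06, at percentile 3.2 of random lists, and 15 of the 36 ratios were above 1.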

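Il27, the p28 subunit of IL-27 (chromosome 7, 126589010 to 126594941), was 1.92 FPKM in WT and 11.0 FPKM in ESAM-null, 5.72-fold higher (95% counting interval 3.25 to 10.5 from about 15 and 92 reads). It lay at percentile 99.6 of genes near its level. Ebi3, which encodes the other subunit, was 279 FPKM in WT and 270.3 FPKM in ESAM-null. Both receptor chains were lower in ESAM-null. Il27ra was 12.3 and 5.25 FPKM, 2.35-fold lower at percentile 6.0, and Il6st, which encodes the shared gp130 chain, was 4.06 and 1.08 FPKM, 3.77-fold lower at percentile 8.2.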

The increase in colony-forming progenitors (Figures 3A and S2) may be at least partially due to the upregulation of autocrine secreted IL-27 in ESAM-deficient HSCs because IL-27 is known to stimulate the proliferation of HSCs and contribute to myeloid lineage differentiation synergistically with SCF *in vitro* (Seita et al., 2008).

**Figure 5:**
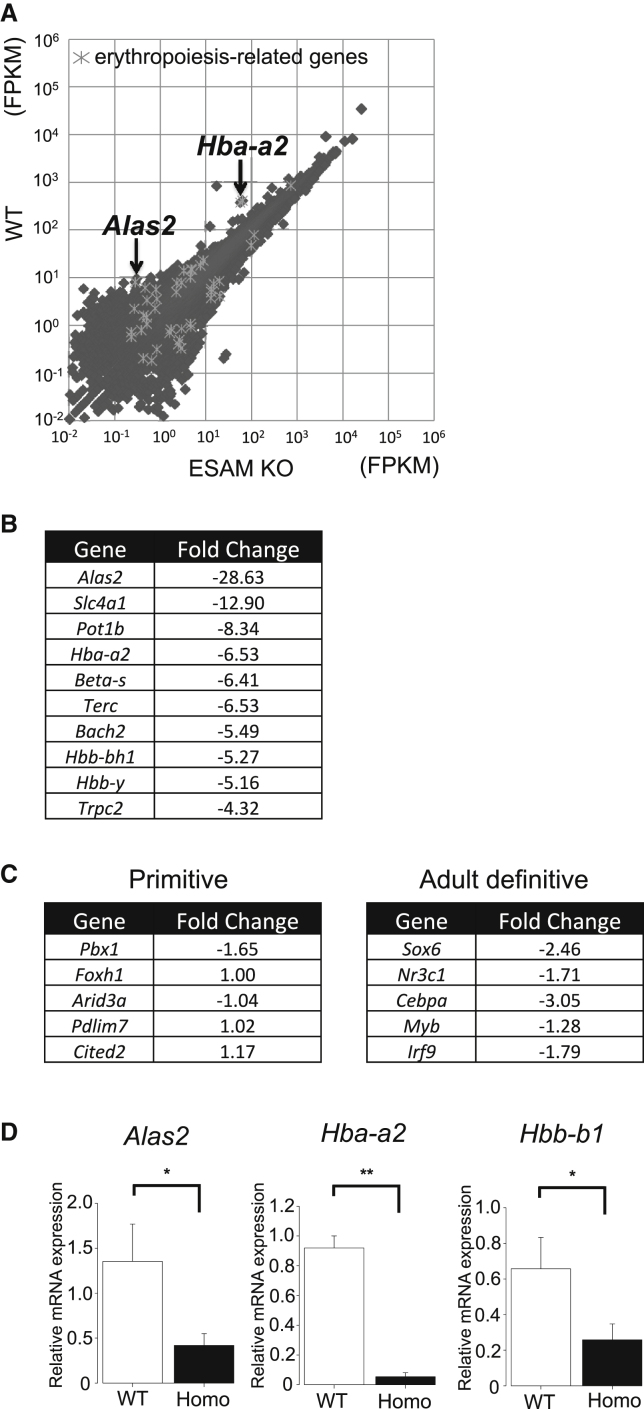
ESAM Deficiency Influenced Gene Expression Profiles in HSCs Gene expression profiles of E14.5 FL LSK CD48^–^ cells between WT and ESAM Homo KO fetuses were compared by RNA-seq analysis. (A) Scatterplots comparing transcript levels (in fragments per kilobase of exon per million fragments) in ESAM Homo KO (x axis) and WT (y axis) mice. (B) Top 10 “erythropoiesis-related” genes that were downregulated by ESAM deletion. Fold changes were calculated as the ratio of ESAM Homo to WT. (C) Fold change data of selected genes related to primitive and definitive erythropoiesis. (D) The mRNA expression levels of *Alas2*, *Hba-a2*, and *Hbb-b1* in LSK CD48^–^ HSCs confirmed by qRT-PCR (three independent experiments). Data are shown as means ± SEM. Statistically significant differences are represented by asterisks: ^∗^p < 0.05, ^∗∗^p < 0.01. See also Figure S3.

### ESAM Directly Influenced the Expression of Erythropoiesis-Related Genes in HSCs

Because ESAM mediates cell-cell interactions through homophilic binding, we hypothesized that ESAM expressed on HSCs may transduce some signals that affect gene expression profiles, particularly erythropoiesis-related genes. To test this hypothesis, we used an antibody crosslinking method (Hegen et al., 1997, Murray and Robbins, 1998). As a result, we found that the crosslinking of ESAM with an anti-ESAM antibody affected various genes in HSCs. Expression of 365 genes was upregulated, whereas that of 358 genes was downregulated (Figure S4A). The ingenuity pathway network analysis indicated that hematological system development and function, increased levels of hematocrit, and molecular transport networks, which were associated with hemoglobin synthesis, showed the greatest changes (Figures 6A and 6B). Indeed, two globin genes (*HBE1* [*Hbb-bh1*] and *HBZ* [*Hba-x*]) were upregulated. In addition, we observed that *Gdf15*, which promotes hemoglobin synthesis by suppressing hepcidin secretion (Tanno et al., 2007), was the most strongly induced gene following ESAM crosslinking (Figure S4B). We also found that several genes related to Rho GTPase, which has been reported to be activated by ESAM on ECs (Wegmann et al., 2006) and is closely related to erythropoiesis (Kalfa and Zheng, 2014), were upregulated (Figure S4C). These results suggested that ESAM expressed on HSCs was directly involved in the regulation of erythropoiesis, particularly for hemoglobin-related genes.

**Figure 6:**
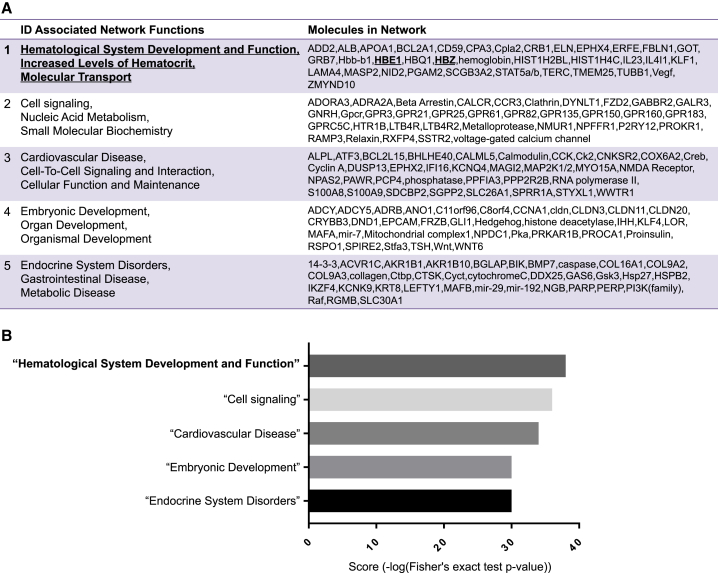
ESAM Expression on HSCs Directly Influenced Their Quality E14.5 WT FL-derived LSK CD48^–^ cells were either untreated (ESAM minus) or incubated with a rat monoclonal antibody against mouse ESAM (ESAM plus). The extracted RNA samples were used to conduct RNA-seq and bioinformatic analyses by Ingenuity Pathway Analysis (IPA). (A) Top 5 networks affected in this experiment are shown. (B) The IPA network scores of each network described in (A) are shown in a horizontal bar graph. Scores indicate the negative exponent of the p value which is based on the hypergeometric distribution and is calculated with the Fisher's exact test. See also Figure S4.

### ESAM Expressed on ECs Was Critically Involved in Developing Hematopoiesis

The results above demonstrated that ESAM expressed on HSCs played important roles in developing erythropoiesis in the liver. However, it was still unclear whether ESAM expression on HSCs was essential or whether that on another lineage, i.e., ECs, was also involved. Accordingly, we generated ESAM-flox mice using the CRISPR with long single-stranded DNA (lssDNA) inducing conditional KO alleles (CLICK) method, which was recently developed by our group (Miyasaka et al., 2018) (Figure 7A). Using this model, we first attempted to establish endothelial lineage-specific ESAM-cKO mice by crossing ESAM-flox mice with Cre-ERT2-expressing mice under control of the VE-cadherin gene promoter (Okabe et al., 2014). After peritoneal administration of tamoxifen to pregnant females on E12.5, E14.5, or E15.5, the FLs of their fetuses were examined on E17.5 (Figure S5A). Analyses of these fetuses showed that, as was the case in conventional ESAM-null mice, severe anemia occurred in approximately half of Cdh5-BAC-CreERT2·ESAM^flox/flox^ fetuses (Figure 7B). However, we noticed that ESAM expression was almost completely deleted in both ECs and HSCs in this model (Figures S5C and S5D), even with single tamoxifen administration on E15.5.

**Figure 7:**
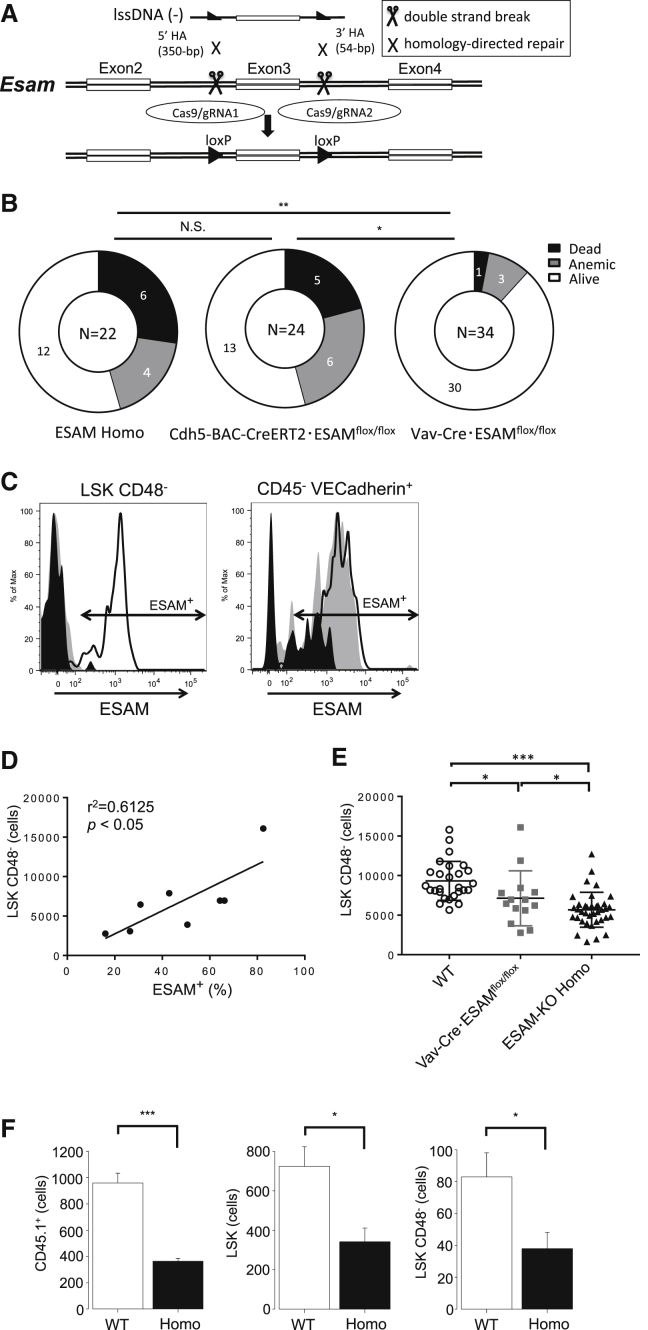
ESAM on Endothelial Cells Were Essential for Developing Hematopoiesis (A) Schematic approach to generate ESAM-floxed alleles using the CRISPR/Cas system with long single-stranded DNA (lssDNA) composed of the targeted exon flanked by two *loxP* sites. (B) Pie charts showing the numbers of “Dead,” “Anemic,” or “Alive” fetuses analyzed between E16.5 and E17.5 (ESAM Homo, n = 22; Cdh5-BAC-CreERT2·ESAM^flox/flox^, n = 24; Vav-Cre·ESAM^flox/flox^, n = 34). We were unable to determine the genotype of one of the six Dead fetuses included in the ESAM Homo group because of severe damage to its tissues. The difference between each group was analyzed by Fisher's exact test. (C) Representative histograms showing the expression levels of ESAM on LSK CD48^-^ HSCs (left) and CD45^–^ VE-cadherin^+^ ECs (right) in E14.5 FLs in Vav-Cre·ESAM^wt/wt^ (solid line) and Vav-Cre·ESAM^flox/flox^ littermates (light gray or dark gray). ESAM expression on ECs was deleted with different efficiency even in the Vav-Cre·ESAM^flox/flox^ littermates (light gray or dark gray). (D) The results of Pearson's correlation analysis between the percentages of ESAM^+^ cells in CD45^–^ VE-cadherin^+^ ECs (x axis) and the number of LSK CD48^-^ HSCs (y axis) in E14.5 Vav-Cre·ESAM^flox/flox^ FLs are shown (right, n = 8). (E) The numbers of LSK CD48^−^ cells in E14.5 FLs (WT, n = 27; Vav-Cre·ESAM^flox/flox^; n = 14; ESAM Homo, n = 37). (F) The absolute numbers of CD45.1^+^ cells, LSK cells, and LSK CD48^–^ HSCs after 4 days of organ culture with DMEM/10% FCS are shown (n = 4, each group). Data are shown as means ± SEM. Statistically significant differences are represented by asterisks: ^∗^p < 0.05, ^∗∗^p < 0.01 ^∗∗∗^p < 0.001. See also Figure S5.

Then, we exploited another ESAM-cKO model obtained by crossing ESAM-flox mice with Cre-recombinase-expressing mice under the control of the *Vav* gene promoter (Figure S5B). Although this Vav-Cre model had been widely used as a hematopoietic cell-specific gene KO system, we knew that the EC lineage was also affected with mouse-to-mouse variations (Joseph et al., 2013). Indeed, we observed that ESAM expression on ECs was deleted with diverse efficiency, whereas that on HSCs was completely absent (Figures 7C and S5E). We determined that hemoglobin concentrations in circulating blood were significantly decreased in the Vav-Cre·ESAM^flox/flox^ fetuses (Figure S5F); surprisingly, however, the anemic phenotypic and fetal mortality of those fetuses were less critical (Figure 7B, right). Notably, the absolute number of LSK CD48^–^ HSCs in FLs was positively correlated with the remaining ESAM expression levels on ECs (Figure 7D). Furthermore, the number of HSCs was decreased in Vav-Cre·ESAM^flox/flox^ FLs but still retained in comparison with ESAM-KO Homo FLs (Figure 7E). These results suggested that ESAM expressed on ECs also play some roles in the development of definitive HSCs and erythropoiesis.

To elucidate the significance of ESAM expression of endothelial lineage on the development of HSCs more directly, we conducted FL-reaggregated organ culture experiments in which WT LSK CD48^–^ HSCs from E14.5 FLs of CD45.1^+^ mice were cultured with ESAM^+^ or ESAM^−^ ECs. The reaggregates containing ESAM^−^ ECs produced fewer LSK CD48^–^ HSCs, LSK HSPCs, and total CD45.1^+^ hematopoietic cells than those containing ESAM^+^ ECs (Figure 7F). These results suggested that endothelial ESAM was important for the maintenance and proliferation of HSCs.

## Discussion

The development of hematopoiesis during the embryonic and fetal periods is composed of multiple waves that arise in diverse organs (Dzierzak and Speck, 2008, Mikkola and Orkin, 2006). Although HSCs and self-renewing multipotent progenitors are responsible for lifelong blood production (Busch et al., 2015, Sun et al., 2014), that is not the case in embryos, where blood cells emerge in accordance with developmental requirements. Authentic HSCs emerge from the hemogenic endothelium around mid-gestation and maintain definitive hematopoiesis throughout late fetal stages and adult life. These HSCs, as well as the hemogenic endothelium, express high amounts of ESAM on the cell surface (Yokota et al., 2009); however, the functional significance of ESAM in developing hematopoiesis has yet to be determined. In this study, we clearly showed that ESAM plays important roles in the development of definitive hematopoiesis, particularly of adult-type erythropoiesis.

Among developing hematopoietic cells, erythroid cells are indispensable for supporting the rapid growth of multiple organs in embryos and fetuses. Indeed, the first murine erythroid cells emerge in the yolk sac as “primitive” erythropoiesis around E7.5 (Palis et al., 1999, Silver and Palis, 1997), which is 3 days earlier than the emergence of HSCs (Medvinsky and Dzierzak, 1996). After generation in the yolk sac, the erythroid lineage develops sequentially with three waves, which differ in origin, cell morphology, and gene expression patterns (McGrath and Palis, 2008). The first and second waves are derived from committed progenitors in the yolk sac, which mature or expand in the blood stream or FL (Kingsley et al., 2004, Kingsley et al., 2006, Lux et al., 2008). The third wave, arising from definitive HSCs, gradually supersedes the yolk sac-derived erythropoiesis after mid-gestation. Although we observed that high mortality in ESAM-deficient fetuses was mainly due to the developmental failure of the erythroid lineage, the lethal influence of ESAM deletion was observed after E15.5. Thus, the timing of death of ESAM-deficient fetuses supported the interpretation that ESAM expression is critical in the development of definitive, but not primitive erythropoiesis. The reason why not all the ESAM-null fetuses died would be explained by the heterogeneity of definitive HSCs, which might have buffered the life-threatening anemia. A recent paper demonstrated that, among mouse KO lines causing intrauterine lethality, more than two-thirds of cases are associated with placental malformation (Perez-Garcia et al., 2018). However, we believe this was not the case in our study because ESAM-deficient fetuses grew normally until E15.5 without placental dysplasia.

Although various endothelial lineage-related antigens have been reported to mark developing HSCs, few are known to have critical functions in the development of hematopoiesis. Tie2/angiopoietin receptor-2 and its ligand angiopoietin-1 are involved in the maintenance of HSCs in adult BM; however, they seem to be dispensable for the generation and differentiation of definitive HSCs in fetuses (Arai et al., 2004, Puri and Bernstein, 2003, Zhou et al., 2015). Among endothelial-related makers, CD31/PECAM-1 belongs to the immunoglobulin superfamily and is known to share a similar function with ESAM in terms of leukocyte migration through VE junctions (Muller, 1993, Vaporciyan et al., 1993, Wegmann et al., 2006). In contrast, in CD31/PECAM-1-deficient mice, the number of HSCs was expanded along with excessive megakaryopoiesis, and the phenotype substantially differed from that of ESAM-deficient mice (Wu et al., 2007). Thus, to the best of our knowledge, ESAM is a unique endothelial-related antigen that has been shown to play roles in the development and function of definitive HSCs.

Importantly, although ESAM-deficient HSCs in FLs retained long-term reconstituting ability and the robust capability for erythroid cell production, the synthesis of adult-type globins was significantly disrupted. This abnormality was more evident when HSC clones were cultured in methylcellulose medium containing sufficient amounts of cytokines. The expression of *Alas2*, encoding an essential enzyme for heme biosynthesis, was also markedly decreased in BFU-E colonies derived from ESAM-deficient HSCs. These observations clearly showed that ESAM deficiency deprived HSCs of authentic qualities required for adult globin production. Notably, downregulation of *Alas2* and adult-type globin genes was obvious as early as in HSCs. Thus, during the developmental process, ESAM-mediated interactions may be indispensable for the acquisition of authentic differentiation potential in arising HSCs. The observed impairment of lymphopoietic activity in ESAM-deficient HSCs also supported this interpretation.

We speculated that ESAM deficiency may affect HSC quality through indirect rather than direct mechanisms because, unlike CD31/PECAM-1, ESAM structurally lacks the immunoreceptor tyrosine-based activating or inhibitory motif. Thus, it was surprising that the expression of more than 700 genes was affected by short-term crosslinking with ESAM. Although crosslinking with antibodies does not necessarily recapitulate the physiological interaction via ESAM, our analysis demonstrated that the gene network associated with hemoglobin synthesis was most influenced in HSCs. Interestingly, embryonic-type globin genes, including *Hba-x* and *Hbb-bh1*, were upregulated by ESAM crosslinking. This result was consistent with the RNA-seq data of ESAM-deficient HSCs, in which transcripts for both adult and embryonic globin genes were reduced. These findings are not contradictory to our claim for the particular function of ESAM in adult-type globin synthesis because embryonic and adult-type globin genes are sequentially located and share common *cis*-elements as the locus control region (LCR) (Stamatoyannopoulos, 2005). Because the LCR is open and active, even in HSCs and multipotent progenitors (Jimenez et al., 1992, Papayannopoulou et al., 2000), ESAM may transduce some signals to regulate the LCR as early as the HSC stage. In addition, the globin switch to the adult-type is mediated by chromatin looping and repressive transcription factors during the maturation of fetuses (Kingsley et al., 2006, Masuda et al., 2016, Noordermeer and de Laat, 2008, Palis, 2008), which is likely promoted by ESAM-mediated interactions in an indirect manner. Further studies are needed to explore the molecular mechanisms involved in these functions.

Our original conditional KO system has shed light on the importance of ESAM expression in the endothelial lineage. Since exclusive gene targeting in the endothelial lineage was nearly impossible at this stage, even with the Cdh5-BAC-CreERT2 system (Okabe et al., 2014), we tried to circumvent this by using a Vav-cre-induced conditional KO system. Although the number of HSCs in the Vav-cre-induced ESAM-cKO FL was comparable with that in the WT FL when the ESAM expression level was sustained in the endothelial lineage, HSCs decreased in parallel with the decrease in ESAM-expressing ECs. Furthermore, the anemic phenotype was less severe, and fetal mortality was less evident in Vav-cre-induced ESAM-cKO fetuses. The results shown by organ culture indicated the contribution of endothelial ESAM to the proliferation and maintenance of HSCs. These results were unexpected because we previously observed that the contribution of ESAM expression on nonhematopoietic cells to HSC maintenance was subtle in adult BM of transplantation-induced chimeric mice (Sudo et al., 2016). However, this contradiction may be explained in terms of the difference between the FL and adult BM. Indeed, various types of cells have been reported to serve as the so-called “HSC niche” in adult BM (Morrison and Scadden, 2014), whereas most HSCs are located adjacent to sinusoidal ECs in the FL (Iwasaki et al., 2010). We previously showed the intimate association between ESAM^Hi^ HSCs and ECs in adult BM after 5-FU administration (Sudo et al., 2012), implying that ECs also play important roles in expanding hematopoietic cells in the FL. Because ESAM expression on ECs in the developing liver compensated for ESAM deficiency on HSCs to ameliorate the lethal anemic phenotype, endothelial ESAM may interact with undetermined molecules on developing HSCs, the functions of which may overlap with those of ESAM. We are currently investigating this important issue.

In conclusion, our data strongly suggested that ESAM expression on ECs and HSCs played important roles in the development of definitive hematopoiesis. In particular, declined adult-type hemoglobin synthesis due to ESAM deficiency was found to be critically involved in intrauterine lethality after mid-gestation. Mutations in *Esam* may be related to rare congenital anemia because *Esam* deficiency markedly reduced the expression of *Alas2* in HSCs, mutations in which are known to cause hereditary sideroblastic anemia. Furthermore, our observations provided a theoretical background for potential clinical applications of artificial ESAM-mediated interactions to mitigate prolonged anemia after BM injury or in patients with thalassemia.

## Experimental Procedures

### Mice

ESAM-KO mice were provided by Dr. Ishida (Ishida et al., 2003). Vav-iCre transgenic mice were purchased from Jackson Laboratory. Although Vav-iCre^+^ females are recommended for mating in this model (Joseph et al., 2013), we also mated Vav-iCre^+^ males with ESAM-flox mice and used their progeny in this study because no apparent difference was observed in our experiments. ESAM-flox mice were generated using the CLICK method (Miyasaka et al., 2018). First, we designed two gRNAs and lssDNA. gRNAs targeted introns on either side of exon 3 in the *Esam* gene, and lssDNA contained exon 3 flanked by two *loxP* sequences with a 54-bp 3′ homology arm (HA) and an extended 350-bp 5′ HA. Two gRNAs, IssDNA, and *Cas9* mRNA were transferred into C57BL/6JJcl embryos (CLEA Japan). After electroporation, the embryos were cultured and transferred into the oviducts of pseudo-pregnant mice on day 0.5 (Jcl: ICR, CLEA Japan). All animal studies were approved by the institutional review board of Osaka University (permit no. 25-098-002). The day of vaginal plug observation was considered as E0.5.

## Author Contributions

T.U. and T.Y. designed the experiments and analyzed the data. Experiments were performed by T.U., T.Y., D.O., Y.U., T.M., T.S., and T.I. with assistance from Y.Kubota, Y.S., Y.D., T.O., and R.N. The manuscript was written by T.U., T.Y., D.O., Y.U., T.M., and Y.Kanakura with assistance from A.T., M.I., S.E., H.S., and K.O.

How the deposited data were processed for this re-analysis (not part of the article)

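Gene expression was measured by RNA-seq in E14.5 FL LSK CD48– cells, with 1 library from WT and 1 from ESAM-null fetuses. The number of fetuses and cells behind each library is not given in the sources used here. The authors made FPKM values per gene symbol from 75 bp single-end reads and deposited them for both libraries. The submitters' processing notes name TopHat2 2.0.13, Bowtie2 2.2.3, SAMtools 0.1.19, Cuffnorm 2.2.1 and the mm10 build. The treatment of reads that map to several places is not given in the sources used here. This may affect near-identical genes such as the globin copies.

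From the deposited FPKM, the plain ratio of ESAM-null to WT was computed for each gene. Genes with at least 1 FPKM in at least 1 library were counted when the ratio was at most 0.5 or at least 2. For a gene list, the median log2 ratio of its measured members was compared with 10000 random lists matched in 20 bins of level, as a description of these libraries. Level was the mean of log2(FPKM + 0.1). The genes named in the text followed a rule set before the data were examined: each gene the paper names for these libraries, the 10 largest ratios in each direction among genes with at least 10 FPKM in the higher library and above 0 in the other, genes at 0 in 1 library and at 10 FPKM or more in the other, and up to 4 members of each gene list. The fold values of Figures 5B and 5C had been seen when the rule was written. Other genes, among them Aqp1, Epor, Gata1, Cpox, Alas1, Trim10, Procr, Slamf1, Mecom, Erg, Nfkb1, Rela, Flt3, Ebf1, Blnk, Rag1, Rag2, Il7r, Lef1, Ikzf3, Pax5 and Dntt, were named after their values were seen. The 32 gene lists were also set before the data were examined, from textbook knowledge or from genes the paper names; the list of ribosomal protein genes was added later.

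Approximate reads per gene were obtained from FPKM, transcript length (GENCODE M21 and RefSeq on GRCm38, the same build as mm10) and the value of 1 read. A fragment length of 200 bp with an SD of 80 bp was assumed. Transcript lengths were found for 98.6% of genes. Intervals are exact at 95%, and a gene at 0 is given no fold where the other library has 3 reads or fewer. The steps were tested on simulated data for 22200 genes: 100% of genes lowered or raised 4-fold were found past 2-fold, and 45 unchanged genes were called lower and 51 higher. Intervals were scored for 12857 of the simulated genes, and 95.6% of these held the true ratio. This checks the calculation only, since the intervals leave out error other than counting.

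Alternatives were filters of 0, 0.1 and 5 FPKM in 1 library or 1 FPKM in both, pseudocounts of 0.1 and 1, thresholds of 1.5 and 3-fold, median, upper quartile and trimmed mean scaling, rescaling to a total of 1000000, and leaving out each list member in turn. Summing rows of 1 symbol changed nothing, since each symbol has 1 row. The antibody crosslinking libraries were not analysed here, and of the genes of Figures S3 and S4, some that the paper's text names were used. Some genes and 1 gene list are not reported here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.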

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

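Every test in this part except the draws of read counts was chosen after the result was seen. No test here replaces a second library per genotype, and the genotype itself stays among the open explanations for each pattern, as untested.

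More genes were lower than higher in the ESAM-null library. Read counting noise is argued against: 100 random draws with no difference gave 40.9 lower genes on average and at most 57, against 1486 observed among genes with a usable length. Fewer transcript molecules captured from the ESAM-null cells stays open, since at 100 FPKM or more there were 1.1 lower genes per higher gene, against 0.5 between 30 and 100 FPKM and 2.16 between 3 and 10 FPKM. A bias with transcript length, GC content and level also stays open, since its removal left 1.28 lower genes per higher gene. That removal cannot adjust genes listed at 0 in 1 library, which have no finite ratio. There were 274 of these with at least 1 FPKM in WT and 129 with at least 1 FPKM in ESAM-null.

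Klf1 at 20.3 FPKM and Cldn13 at 10.5 FPKM in ESAM-null were above their WT levels while Alas2, Slc4a1 and Hba-a2 were below theirs. By qPCR in ESAM-null FLs at a later stage, not in sorted cells, the paper reports Klf1 as not decreased (Figure 2D). The same panel reports Alas2, Hba and Hbb-b1 as reduced. Against a smaller share of mature erythroid cells, or of their free RNA, as the source of the lower genes stand values that differ where 1 source would keep 1 ratio: the Alas2 fold of at least 12.2, the 5.62 to 7.59 of Hba-a2, the 1.48 of the summed adult beta globin records, and maturation genes that were not lower, such as Rhag (3.67 FPKM in WT and 6.15 FPKM in ESAM-null), Icam4 (4.70 and 11.4 FPKM) and Hemgn (8.52 and 10.6 FPKM). Other maturation genes fell strongly along with Alas2 (log2 ratio -4.84), which goes with 1 source: Slc4a1 (-3.69), Aqp1 (-5.12) and Mfsd2b (-4.32). Epb4.2 (1.79 FPKM in WT) and Trim10 (2.86 FPKM in WT) were listed at 0 in ESAM-null. Of the 20 measured maturation genes, 6 were at least 2-fold lower, 5 were higher and 9 were neither. A smaller share of such cells stays open, because the genes that fell less or not at all may have another source as well. The paper also reports Hba, Hbb-b1 and Alas2 as reduced in BFU-E colonies grown from sorted cells (Figure 3C). Those are cultured cells, so they do not show which cells gave the reads here. Alas2 also rests on about 5 reads in ESAM-null, and the intervals cover counting error only. For the higher genes, a count of erythroid maturation genes at least 2-fold higher beyond counting error gave 5, but 2 of these, Cldn13 and Tspo2, are genes of the pattern, so it decides nothing. Scatter of single genes cannot be told apart for all of the pattern: 3 of the 7 genes weighed (Alas2, Slc4a1, Hba-a2, Klf1, Epor, Cldn13 and Tspo2) lay below percentile 1 or above percentile 99 of genes near their level, and 0 lay between 5 and 95, but they were picked for their ratios. By qPCR in LSK CD48– cells, the paper reports Alas2, Hba-a2 and Hbb-b1 as reduced in independent experiments (Figure 5D). That is a check outside these libraries for Alas2 and Hba-a2, whereas Hbb-b1 was higher here. The other genes weighed are not in that panel. The trend with length, GC content and level is argued against as the whole cause, since Alas2 kept a log2 ratio of -4.76 and Klf1 2.48 after its removal.

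Nrgn and Vsig2, which lie next to Esam on chromosome 9, were lower with it: Nrgn was 149.8 FPKM in WT and 38.2 FPKM in ESAM-null, and Vsig2 was 7.93 FPKM in WT and listed at 0 in ESAM-null. Vsig2 starts 935 bp past the end of Esam, and Nrgn 286 bp past the end of Vsig2. Counting noise is argued against by the upper bound of 0.282 for the Nrgn ratio. Scatter of single genes stays open: 0% of the 500 genes nearest in level were as low as Nrgn, but Nrgn was picked for its ratio. A flanking segment from another strain that lowers mapping stays open: of 11 measured neighbours 3 were lower and 2 were higher past 2-fold (5 and 1 after rescaling to a total of 1000000), and the 9 other than Nrgn and Vsig2 had a median log2 ratio of 0.26, but a short segment need not reach them. An effect of the targeted allele on its neighbours and transcripts that run on from Esam were not tested.

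Cited4, at 24.6 FPKM in ESAM-null, and Fabp4, at 27.5 FPKM, were each on about 2 reads in WT, with counting intervals of 33.3 to 1007-fold and 24.5 to 745-fold higher. The interferon-stimulated genes had a median log2 ratio of -0.78. The paper does not discuss them as a group, although Irf9, a member, is in Figure 5C.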

How the results depend on the processing

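The counts depended on the filter and threshold, with more lower than higher genes under each setting run. The 1540 lower and 895 higher genes became 3264 and 1343 with no filter, 639 and 343 at 5 FPKM, 761 and 437 at 1 FPKM in both libraries, 2632 and 2095 at 1.5-fold, and 877 and 490 at 3-fold, by the construction of these settings. Lower genes numbered 2868 at 0.1 FPKM, and higher genes 568 with a pseudocount of 1. With values under 0.1 FPKM set to 0.1 and no filter, a setting chosen after seeing the data, 2559 were lower. Rescaling to a total of 1000000 raised the share of lower genes from 63.2% to 77.1%. A pseudocount of 1 moved the log2 ratio of Alas2 to -2.82 and of Slc4a1 to -2.27, by its construction. Rescaling to 1000000 gave -2.96 for Beta-s, -2.99 for Hba-a2 and -3.55 for Esam. Removal of the trend with length, GC content and level, also chosen later, gave -3.12 for Beta-s and -3.0 for Hba-a2. Summing the adult beta globin records, chosen later, gave -0.56 in place of the Beta-s ratio. The globin median of -1.45 became -2.68 with no filter, with a filter of 0.1 FPKM, or at its lowest with 1 record left out, and -0.23 at its highest. No named gene past 2-fold changed direction: of 998 alternative values for 125 genes, 858 stayed within the counting interval, or within 1.5-fold where there was none, and 140 moved beyond it. Of 379 alternative list medians, 366 stayed within 1.5-fold. Depth limits genes near 1 FPKM, and the lack of replicates limits all results.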

Differences from the paper's values

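The paper's text gives 2559 downregulated genes, and 1540 were at least 2-fold lower here. The paper's text does not state its filter or threshold. Of the alternatives set before the data were examined, no filter (3264), a filter of 0.1 FPKM (2868), rescaling to a total of 1000000 (2210) and a threshold of 1.5-fold (2632) came within 1.5 times of the paper's number. Of these, rescaling (657 higher) and the 1.5-fold threshold (2095 higher) did not come within 1.5 times of the paper's 1148 upregulated genes. Filters of 5 FPKM (639) or 1 FPKM in both libraries (761), pseudocounts of 0.1 (1484) and 1 (1066), median centring (1590), upper quartile (1637) and trimmed mean (1572) scaling, summed rows of 1 symbol (1540) and a threshold of 3-fold (877) did not. With values under 0.1 FPKM set to 0.1, no filter and 2-fold, a setting chosen after seeing the values, 2559 genes were lower and 1148 higher, which equals both of the paper's numbers, and none of the 10 genes of Figure 5B is dropped.

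Under the same floor of 0.1 FPKM, the signed folds of Hbb-bh1, Hbb-y and Cebpa were -5.27, -5.16 and -3.05, which match the numbers printed in Figures 5B and 5C. Without a floor these genes are listed at 0 in ESAM-null and have no fold, and Hbb-bh1 and Hbb-y rest on about 2 reads each in WT. The paper describes embryonic globin transcripts as decreased, and no difference was detectable here at this depth.

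The paper describes adult-type globin genes as reduced and shows Hbb-b1 reduced by qPCR in Figure 5D. In the RNA-seq values Hbb-b1 was 1.45-fold higher in ESAM-null, while Hba-a2 and Beta-s were lower. Whether the adult beta globin records share reads was not tested. The sum of these records, chosen after seeing the values, was 1.48-fold lower in ESAM-null. The paper names Alas2 as the most reduced erythropoiesis-related gene, at 28.6-fold here. Aqp1, which is not in Figure 5B, was 34.8-fold lower, with a counting interval that overlaps that of Alas2. With the floor of 0.1 FPKM, chosen after seeing the values, the signed folds were -26.6 for Aqp1 and -28.6 for Alas2, so Alas2 was the more reduced of the pair. Trim10, listed at 0 in ESAM-null, also came to -28.6 under this floor. The paper describes the definitive genes as downregulated, and all 5 were lower here. Of the 3 with at least 1 FPKM none was past 2-fold, and 2 were after rescaling to a total of 1000000.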

Other observations

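Genes of the interferon response were lower in the ESAM-null library. Of 20 interferon-stimulated genes, 7 were at least 2-fold lower and none was higher (10 lower after rescaling to a total of 1000000), and the median lay at percentile 0.04 of random lists. Irf7, a transcription factor of the response, was 23.1 FPKM in WT and 6.71 FPKM in ESAM-null, and Usp18, which restrains interferon signaling, was 6.31 and 0.873 FPKM. Ifih1, a sensor of viral RNA, was 3.79 and 0.0943 FPKM. Bst2 was 184 FPKM in WT and 223 FPKM in ESAM-null. Of 82 measured ribosomal protein genes, a list chosen after seeing the data, 1 was at least 2-fold higher in ESAM-null and 81 had a ratio above 1, with a median log2 ratio of 0.70 that was 0.42 after rescaling to a total of 1000000 and 0.14 after removal of the trend with length, GC content and level.

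Among markers of other cells in the FL, low values went in both directions. Rescaling to a total of 1000000 gave 4 lower and 0 higher macrophage genes, 2 lower and 2 higher endothelial genes, and 2 lower and 3 higher megakaryocyte genes, in place of the counts that follow. Of 9 measured macrophage genes, 3 were lower and 1 was higher, and C1qa was 2.91 FPKM in WT and listed at 0 in ESAM-null. Of 7 measured hepatocyte genes, 3 were lower and 2 were higher, and Apoa1 was 1.09 and 7.52 FPKM. Of 16 endothelial genes, 3 were higher, among them Cdh5 at 0.954 and 3.33 FPKM, while Flt1, just under the filter, was 0.995 and 0.0963 FPKM (10.3-fold lower, counting interval 4.72 to 30.8). Of 13 megakaryocyte genes 2 were lower and 4 were higher. Of 11 granulocyte and monocyte genes 1 was lower, and of 4 mast cell and basophil genes 1 was higher.

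None of 28 cell cycle genes, 15 reference genes, 4 inhibitors of cyclin-dependent kinases or 5 sex-linked genes was past 2-fold, apart from 1 sex-linked gene that was lower after rescaling to a total of 1000000. Of 20 immediate early and heat shock genes, Nr4a1 was lower, at 213 FPKM in WT and 101 FPKM in ESAM-null, and Hspa1a and Hspa1b were higher, at 0.532 and 6.24 FPKM and at 2.61 and 12.3 FPKM. Of 14 p53 targets 1 was lower and 2 were higher, and of 11 genes of the fetal stem cell program 1 was lower and 1 was higher, the latter H19 at 55.8 and 126.6 FPKM. Of 12 telomere genes 3 were lower: Tert, listed at 0 in ESAM-null, and Terc and Pot1b, which the study chose on these libraries (Figure 5B). The counting interval of Terc includes no difference. Of 13 measured adhesion molecules and junction partners, 3 were lower and 1 was higher, and Magi3, a scaffold protein of junctions, was 4.27 and 0.735 FPKM. After rescaling to a total of 1000000, 2 p53 targets and 5 adhesion and junction genes were lower, and H19 was no longer past 2-fold. Of the 3 genes the paper names for antibody crosslinking, Gdf15 was measured, at 1.94 FPKM in WT and listed at 0 in ESAM-null.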
